A study of Mus musculus with 4 samples. Its data were reported in "Targeting immune cellular populations and transcription factors: unraveling the therapeutic potential of JQF for NAFLD" (2025).

How the data were processed

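Single-cell RNA sequencing was performed on mouse liver cell suspensions from male C57BL/6J mice. Per the labels there was 1 library for the normal chow diet group (NCD), 2 libraries for the high-fat diet group (HFD) and 1 library for the group given a high-fat diet followed by Jiangtang Qingre Formula (JQF), a multi-herb decoction used for metabolic disease. According to the methods of the study, livers were perfused and digested with enzymes, red blood cells were lysed, dead cells were removed and the suspensions were loaded on a 10x Genomics 3' v3.1 workflow. The reads were aligned to the mouse reference mm10 with Cell Ranger. The deposited values are UMI counts, that is whole numbers of distinct molecules per gene and cell barcode, with no normalization. For each library the authors deposited a matrix of all barcodes and a filtered matrix of the barcodes that Cell Ranger called as cells. The number of filtered entries that differed from the unfiltered matrix was 0. The file headers name Cell Ranger 7.0.0 for the filtered matrix and 4 as the software version of the unfiltered matrix, whereas the methods of the study name a version between these. These versions treat intronic reads differently by default, so whether introns were counted was not settled, and genes inside introns or next to one another on the same strand may share reads. Gene identifiers and symbols were taken from the files, which list 32285 genes, with 78 symbols listed more than once. Coordinates are those of GRCm38 in GENCODE M21, to which 32235 identifiers matched. The cell type labels that the samples carry in GEO do not describe the mixture of types found, and no annotation of single cells was used here.

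Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5 and the highest scores were removed at the rate expected for the number of called barcodes, 0.8% per 1000. This rate was chosen after Scrublet's own threshold had marked 0.138% of the NCD barcodes and 0.156% of the JQF barcodes. Counts were scaled per cell and log-transformed, 2000 variable genes were selected, and 30 principal components with 15 neighbours entered Leiden clustering at resolution 1 with random seed 1. No batch integration was applied. A cluster was named from fixed marker lists when at least 3 markers were detected, each in at least 10% of its cells and at 2 times or more the level of the other cells, and when its leading genes did not point to another type. The marker lists were fixed before the data were examined, as were the groups, the tests, the rule for the genes named and all alternatives but 1. The scoring rule itself went through 3 versions after the clusters had been seen. Names stand for marker-based clusters, so "T cell" means T cell-like, and the same holds for every other type and subset. Macrophages and T cells were clustered again on their own for subsets: Kupffer cells (KC), monocyte-derived macrophages (MoMF) and NASH-associated macrophages (NAM), and cytotoxic T cells (Tc), regulatory T cells (Treg), invariant natural killer T cells (iNKT), type 17 or gamma-delta cells, naive or central memory cells and cycling cells. T cell clusters 10 and 29 had an NK cell marker among their 10 leading genes against all cells, and stayed T cells because T cell markers led against the other classes. Cluster 10 held 0.448% of NCD cells, 7.48% and 7.33% of HFD cells in replicates 1 and 2, and 1.22% of JQF cells. Cluster 29 held 1.94%, 0.0491%, 0.0851% and 0.164% in the same order.

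Cells were not treated as replicates. Raw UMI counts were summed per library and cell type, and types with at least 50 kept cells in every library were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM scaling and filterByExpr, with group as the only term and all 4 libraries in the fit. Benjamini-Hochberg adjustment was applied per type at a threshold of 0.05. The 1 residual degree of freedom came from the HFD libraries, so the single NCD and JQF libraries were assumed to vary like the HFD libraries. Where edgeR estimated an infinite prior for the spread, as in B cells and neutrophils, the test rested on the spread shared by all genes. Standard errors (SE) of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of the F statistic. Cells per type or subset were tested in the same way with the total cells of the library, or of the parent type, as offset. Shares of cells are given with exact Clopper-Pearson 95% intervals. These intervals, and the floor of 3 UMIs used for a group at 0, cover counting error only. A fold against a group whose libraries were all at 0 was computed from pooled UMIs over raw library totals with 3 UMIs over the group, and is written as a lower bound. The study tested single cells in its comparisons, whereas libraries were the replicates here.

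The genes named are those of fixed lists that the text of the study mentions, and, per type and contrast, the 5 genes with the largest absolute log2 fold change among those past the threshold with both HFD libraries on the same side of the other library. Where none passed, the 3 with the largest change at a mean of at least 50 CPM (counts scaled to a total of 1e6) were taken and reported as not past the threshold. Lists were adjusted over all genes tested and over the list alone. Because the study chose its lists on these libraries, the second is not independent evidence. The genes Clec4f, Spic, Adgre1 and Cd68 were left out of the macrophage list because they served as markers of that class. CPM per type were computed with TMM-scaled library sizes.

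Differences between pairs of libraries were counted after thinning the sums of a type to the smallest library, as genes with at least a 2-fold difference and at least 50 CPM in 1 of the libraries. Free RNA was profiled from barcodes with fewer than 100 UMIs in the unfiltered matrix, and its share per type was taken from hepatocyte transcripts. Lists for dissociation and heat stress, interferon response and clock genes were compared across types with 10000 random lists of matched expression. Alternatives were looser and stricter cell filters (200 genes and 40%, or 1000 genes and 10%), doublets kept, doublets at Scrublet's own threshold, clustering each library on its own, naming each cell by its own marker score, Leiden resolutions of 0.5 and 2, immune cells as the denominator, DESeq2 1.42.0, no scaling beyond library totals, no gene filter, thinning, free RNA subtracted, only the libraries of the compared groups, and leaving out each HFD library in turn. Scrublet's own threshold as an alternative was added after the data had been seen. The edgeR step was tested on simulated data for T cells, with 194 changed genes among 14360 tested. It recovered 41.8% of them in HFD vs NCD and 50.5% in JQF vs HFD, with 1 and 7 false calls and 0 calls in the wrong direction. All simulated libraries had the same spread, and changes were put into the HFD libraries only. The false calls therefore do not cover a single library that varies more than the HFD pair, or one shifted as a whole. Genes simulated at a 4-fold change were recovered at 69.5% and 80.0%, and those at a 2-fold change at 15.2% and 22.2%. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

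Across the NCD, HFD replicate 1, HFD replicate 2 and JQF libraries, 7254, 7554, 10943 and 8995 barcodes were called as cells, and 5578, 6107, 9399 and 7941 were kept. Fewer than 500 genes were found in 1041, 894, 544 and 301 of the called barcodes, and over 20% mitochondrial UMIs in 905, 959, 543 and 346. The doublets marked numbered 421, 457, 958 and 647. UMIs in called barcodes totalled 96791547, 69445244, 109446496 and 106063647.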

Results

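Single-cell transcriptomes of mouse liver were collected to follow how cell composition and gene expression changed with a high-fat diet and with Jiangtang Qingre Formula given on top of it. There was 1 library from the NCD group, 2 libraries from the HFD group and 1 library from the JQF group. NCD and JQF therefore had no replicates, and the spread between replicates was known for HFD alone. After filtering, 29025 cells remained, of which 5578 came from NCD, 6107 and 9399 from HFD replicates 1 and 2, and 7941 from JQF. The kept cells held 85480215, 61038644, 91875633 and 92611935 UMIs in the same order. The NCD library was the deepest per cell, with a median of 12769.5 UMIs and 3667.5 genes, whereas the medians of the other libraries were 7424, 7487 and 8595 UMIs. UMIs outside called cells made up 10.5% of the NCD library and 6.68% to 7.74% of the others. Transcripts of the Y chromosome were found at 266 to 407 CPM and Xist at no more than 0.187 CPM in each library.

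Unsupervised clustering gave 37 clusters, which were assigned to 13 cell types. B cell-like, dendritic cell-like (DC), endothelial-like, macrophage-like, monocyte-like, NK cell-like, neutrophil-like and T cell-like clusters held at least 50 cells in every library. Hepatocyte-like, epithelial-like, plasma cell-like, stellate-like and plasmacytoid DC-like (pDC) clusters were smaller, and 902 cells stayed unnamed. Of these 678 were from NCD, 12.2% of that library against 0.660% to 1.36% of the others, and 676 of them lay in a cluster with low UMIs and endothelial and hepatocyte transcripts, which lowers the NCD shares given below. Endothelial cluster 2 held 2710 cells, of which 2670 came from NCD, so that cluster may be a property of that library. The same limit applies to the Treg, Tc, iNKT and KC subclusters that came mostly from NCD.

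The first question was how the share of each cell type differed between HFD and NCD. Endothelial cells made up 52.7% of NCD cells (95% interval 51.3% to 54.0%), compared with 1.60% and 11.2% in the HFD replicates (6.43% ± 6.82, SD, n = 2). Monocytes rose from 1.11% (0.853% to 1.42%) in NCD to 15.1% and 16.7% in HFD (15.9% ± 1.16). DC rose from 2.96% (2.53% to 3.44%) to 16.3% and 11.1% (13.7% ± 3.63), and neutrophils from 1.79% (1.46% to 2.18%) to 8.20% and 5.58% (6.89% ± 1.86). Macrophages were at 2.85% (2.43% to 3.32%) in NCD and at 7.5% and 20.5% in HFD (14.0% ± 9.19). T cells were at 14.0% (13.1% to 14.9%) in NCD and at 34.0% and 21.9% in HFD (27.9% ± 8.60). NK cells were at 2.03% (1.67% to 2.43%) and then 6.62% and 2.44% (4.53% ± 2.95), and B cells at 6.51% (5.87% to 7.19%) and then 4.77% and 4.01% (4.39% ± 0.533). Hepatocytes were at 1.67% in NCD and at 0.933% and 2.65% in HFD.

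In the edgeR quasi-likelihood test none of the 13 types passed the adjusted threshold between HFD and NCD. The smallest adjusted p was that of monocytes, with a log2 fold change of 3.84 (SE 0.43, adjusted p = 0.110) and both HFD libraries above NCD. The alternative that moved this value most was the immune cell denominator, which gave 2.37, and the alternatives for monocytes gave adjusted p between 0.0479 and 0.450, the lowest from DESeq2. The log2 fold changes of DC (2.21, SE 0.54) and neutrophils (1.94, SE 0.54) both had an adjusted p of 0.271. Those of macrophages (2.30, SE 1.09), endothelial cells (−3.03, SE 1.65) and T cells (1.00, SE 0.55) had an adjusted p of 0.442. With immune cells as the denominator T cells and NK cells changed direction, to −0.49 and −0.34, so the direction for these types depended on the denominator. Without HFD replicate 2 the endothelial value was −5.03.

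**Figure D1:**
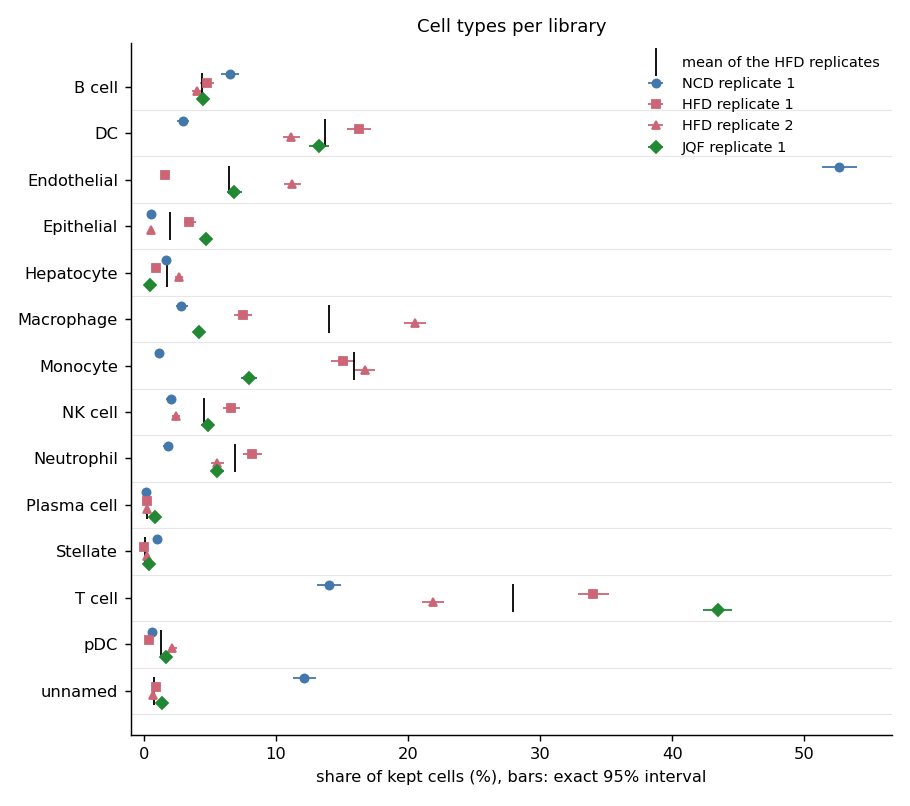
Share of kept cells per cell type (x axis, percent) in each library. Points are single libraries (NCD replicate 1, HFD replicates 1 and 2, JQF replicate 1), horizontal bars are exact 95% intervals for counting error, and vertical marks are the HFD mean. Endothelial-like cells were at 52.7% in NCD and at no more than 11.2% in the other libraries.

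The second question was whether JQF shifted these shares relative to HFD. The macrophage share was 4.18% (3.75% to 4.64%) in JQF, below both HFD replicates, with a log2 fold change of −1.74 (SE 1.05, edgeR adjusted p = 0.697). The monocyte share was 7.97% (7.38% to 8.59%), also below both, with a log2 fold change of −1.0 (SE 0.37, adjusted p = 0.697). The T cell share was 43.4% (42.4% to 44.5%), above both HFD replicates, with a log2 fold change of 0.64 (SE 0.51, adjusted p = 0.816). Plasma cells rose from 0.246% and 0.245% to 0.819%, with the smallest adjusted p of this comparison, 0.572. DC (13.3%), NK cells (4.82%), endothelial cells (6.83%) and B cells (4.47%) lay between the HFD replicates, and neutrophils (5.57%) at the level of the lower one (5.58%). No type passed the threshold. The macrophage difference depended on the HFD replicate compared, with a value of −2.29 without HFD replicate 1 and −0.84 without HFD replicate 2.

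Macrophages were divided into subsets because the study divided this class. Cells named KC made up 74.2% (66.7% to 80.8%) of 159 macrophages in NCD, 0.218% and 17.9% in the HFD replicates (9.03% ± 12.5, SD, n = 2), and 48.2% (42.7% to 53.7%) in JQF. The log2 fold changes of KC were −3.02 (SE 2.98, edgeR adjusted p = 0.425) from NCD to HFD and 2.40 (SE 2.96, adjusted p = 0.509) from HFD to JQF, so neither exceeded the spread between the HFD replicates. HFD replicate 1 held 1 KC. Without HFD replicate 2 these values were −8.17 and 7.55. NAM were found in 0 of 159 NCD macrophages, which allows a share of up to 2.29% (exact upper limit). They made up 33.6% and 23.0% of HFD macrophages (28.3% ± 7.52) and 5.42% (3.24% to 8.43%) of JQF macrophages. The difference between HFD and NCD passed the threshold (edgeR adjusted p = 0.0437), and the decrease in JQF, by a log2 fold change of −2.38 (SE 0.58), did not (adjusted p = 0.192). No fitted fold change is given for the first, because NCD was at 0. Clustering at Leiden resolution 0.5, where NCD was not at 0, gave a log2 fold change of 1.46, and adjusted p ranged from 0.0151 to 0.562 over the alternatives. No cluster met the criteria for MoMF, and 25.8% of NCD macrophages, 66.2% and 59.2% of HFD macrophages and 46.4% of JQF macrophages stayed unnamed. Unnamed subcluster 3 had the MoMF markers Cx3cr1 and Ccr2 among its leading genes, but under the 3 markers needed for a name. It made up 3.14% of macrophages in NCD, 23.4% and 7.99% in HFD, and 19.3% in JQF, between the HFD replicates. Subset shares and the expression of the genes that define them are not independent measurements.

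T cells were divided in the same way. Tc made up 15.5% (13% to 18.2%) of T cells in NCD, 39.2% and 44.0% in HFD (41.6% ± 3.44, SD, n = 2) and 9.01% (8.08% to 10.0%) in JQF. The log2 fold changes were 1.42 (SE 0.46, edgeR adjusted p = 0.0414) and −2.21 (SE 0.47, adjusted p = 0.00788). The close Tc shares of the HFD replicates were made up of different subclusters. Tc subcluster 7 alone held 0.481% of T cells in HFD replicate 1 and 20.8% in replicate 2. The small HFD spread used in these tests depends on that. Cells named iNKT made up 31.2% (27.9% to 34.5%) in NCD, 11.4% and 12.5% in HFD (11.9% ± 0.744) and 49.2% (47.6% to 50.9%) in JQF, with log2 fold changes of −1.38 (SE 0.42, adjusted p = 0.0414) and 2.04 (SE 0.41, adjusted p = 0.00788). Treg fell from 21.9% (19.1% to 25%) in NCD to 3.37% and 3.16% in HFD (log2 fold change −2.74, SE 0.43, adjusted p = 0.00271) and were at 2.26% in JQF (−0.53, adjusted p = 0.678). Type 17 or gamma-delta cells were at 1.92%, then 6.35% and 4.48%, then 5.45%, with a log2 fold change of 1.49 (SE 0.57, adjusted p = 0.0587) from NCD to HFD. Naive or central memory cells (16%, 10.5% and 15.5%, 14.4%) and cycling cells (3.21%, 3.13% and 5.26%, 3.94%) did not pass the threshold in either comparison. Clustering each library on its own moved the iNKT values most. It reversed the NCD to HFD change to 1.17 and reduced the HFD to JQF change to 0.86, with adjusted p between 0.00940 and 0.0834 and between 0.000175 and 0.191 over all alternatives. Of the 171 Treg in NCD, 118 lay in subcluster 17, with 2 cells from the other libraries, and 20 in subcluster 23. Neither had a Treg marker among its 10 leading genes. Subcluster 14, which Foxp3 led, made up 4.23% of T cells in NCD, 3.32% and 3.02% in HFD and 1.91% in JQF, so the fall in Treg rested on the other subclusters, whose naming is uncertain. At Leiden resolution 0.5 the Treg change was −0.42.

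**Figure D2:**
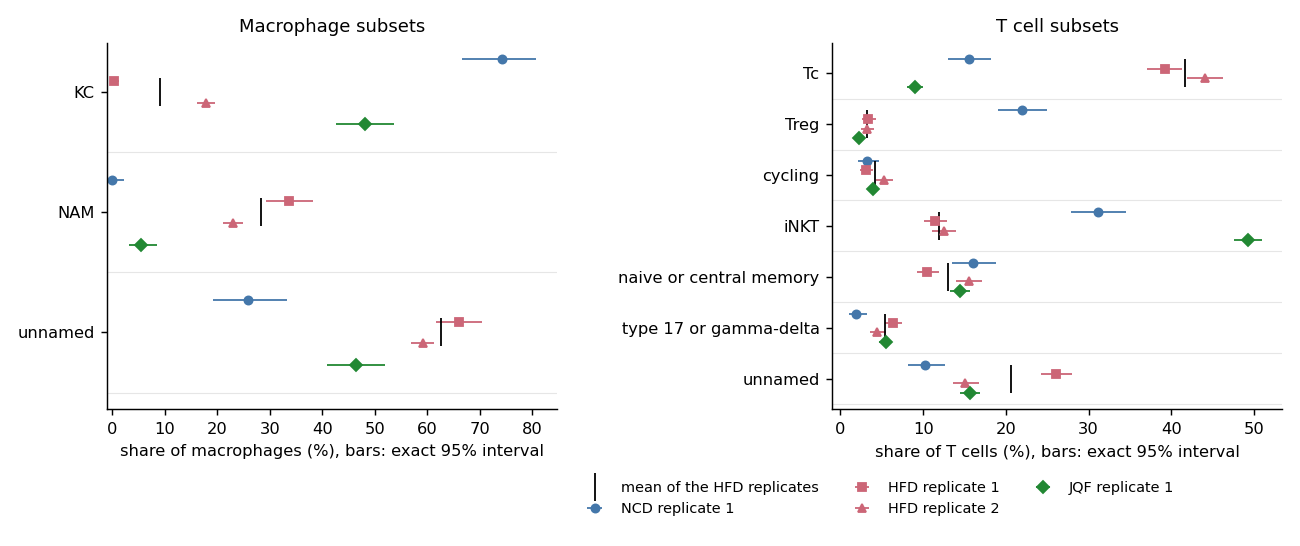
Shares of macrophage subsets (left, percent of macrophages) and T cell subsets (right, percent of T cells) in each library. Points are libraries, horizontal bars are exact 95% intervals for counting error, and vertical marks are HFD means. Cells named iNKT were at 49.2% of T cells in JQF against 11.4% and 12.5% in the HFD replicates.

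Gene expression within cell types was then compared between HFD and NCD. In summed counts per library the edgeR test called 2811 of 10524 genes in B cells, 3670 of 14638 in DC, 1157 of 13140 in endothelial cells, 1695 of 12517 in macrophages, 2085 of 12930 in monocytes, 2106 of 10696 in NK cells, 1222 of 8435 in neutrophils and 1298 of 14824 in T cells. Higher and lower genes in HFD numbered 1289 and 1522 in B cells, 1709 and 1961 in DC, 494 and 663 in endothelial cells, 798 and 897 in macrophages, 978 and 1107 in monocytes, 726 and 1380 in NK cells, 696 and 526 in neutrophils, and 424 and 874 in T cells. In 98.9% to 100% of the calls per type both HFD libraries lay on the same side of NCD. These counts moved widely with the processing. The macrophage count ranged from 0 with predicted doublets kept to 4139 without a gene filter, the neutrophil count from 0 to 1402, and the endothelial count from 0 to 2012. DESeq2 called 342 genes in B cells and 1074 in T cells. Because NCD was a single library, the calls compare that library with the spread of the HFD pair.

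Between JQF and HFD fewer genes were called with the same test. There were 381 in B cells (264 higher in JQF and 117 lower), 87 in DC (80 and 7), 18 in endothelial cells (13 and 5), 67 in monocytes (43 and 24), 530 in NK cells (440 and 90), 83 in neutrophils (46 and 37) and 93 in T cells (55 and 38). In macrophages edgeR called 0 genes, with 1178 at an unadjusted p under 0.05, whereas DESeq2 called 11, with 284 at an unadjusted p under 0.05. Both HFD libraries lay on the same side of JQF in 90.4% to 100% of the calls per type. The B cell count ranged from 7 without scaling beyond library totals to 383 with the looser cell filter. Leaving out that scaling factor moved the median log2 fold change of all NK cell genes from 0.078 to 0.29 in HFD vs NCD and from 0.015 to −0.18 in JQF vs HFD, and that of B cells in JQF vs HFD from −0.019 to −0.13.

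**Figure D3:**
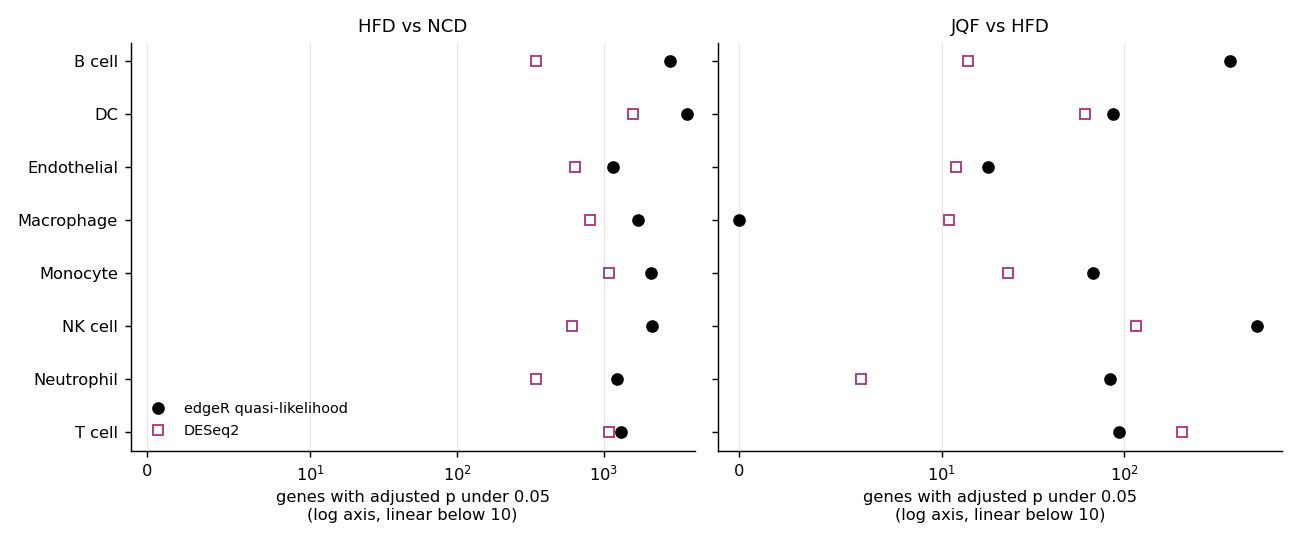
Number of genes past an adjusted p of 0.05 per cell type in HFD vs NCD and JQF vs HFD, by edgeR and by DESeq2, on an axis that is linear below 10 and logarithmic above. DC had 3670 genes by edgeR and 1583 by DESeq2 in HFD vs NCD, and macrophages had 0 and 11 in JQF vs HFD.

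To set these counts beside the replicate difference, libraries were compared pair by pair without a test. Over the 8 types a median of 834.25 genes differed at least 2-fold between NCD and an HFD library (22.3% of genes at 50 CPM or more, lowest type 502.5 and highest 972). The median was 593 between NCD and JQF, 158 between JQF and HFD (4.30%, 62.5 to 259.5), and 69.5 between the HFD libraries (1.97%, 34 to 157). A 1.5-fold limit changed these medians to 1796, 1449.5, 575 and 319, and a minimum of 200 CPM to 319.5, 231.5, 40 and 23.

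**Figure D4:**
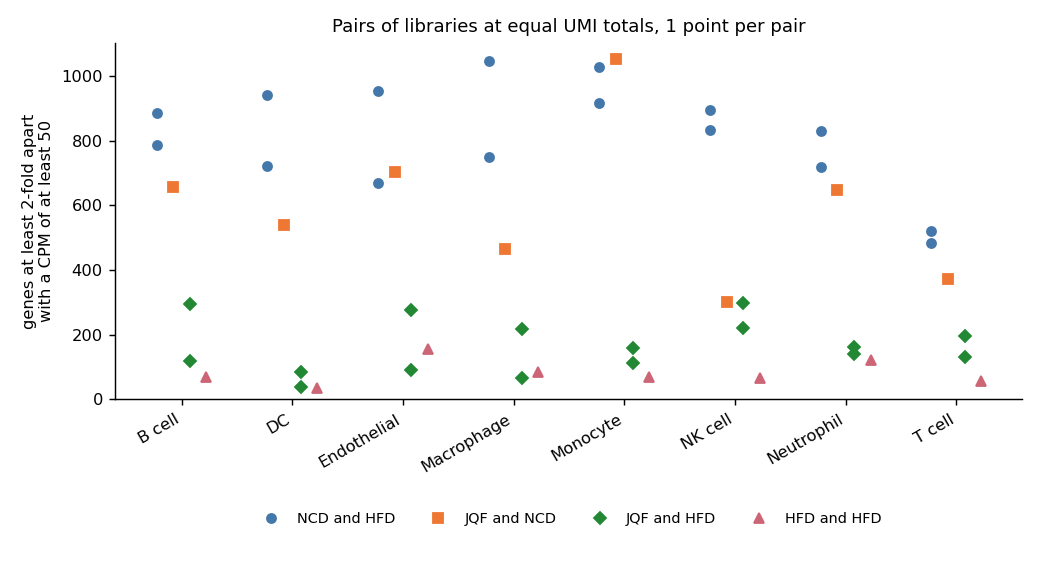
Genes with at least a 2-fold difference and at least 50 CPM between pairs of libraries, per cell type, after thinning to equal UMIs. Each pair that holds NCD had more such genes than the HFD pair, with medians over types of 834.25 for NCD and HFD, 593 for NCD and JQF, 158 for JQF and HFD, and 69.5 for the HFD pair.

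Individual genes with the largest changes were often absent from 1 group. Of 78 genes named by the fixed rule, 45 were at 0 UMIs in 1 group and 58 had at most 3 UMIs on the lower side, and for these the fitted fold change is no measure of size. In macrophages Spp1 (ENSMUSG00000029304, GRCm38 chromosome 5, 104435118 to 104441050) had 0 UMIs in NCD and 3388 in HFD, at least 102-fold higher in HFD (edgeR adjusted p = 0.0211). Spp1 is also a NAM marker, and its adjusted p ranged up to 0.111 over the alternatives. Vsig8 (ENSMUSG00000049598, chromosome 1, 172555938 to 172563717) was at least 32.9-fold higher (adjusted p = 0.0147), and Emp1 (ENSMUSG00000030208, chromosome 6, 135362545 to 135383173) at least 21.0-fold higher (adjusted p = 0.0147). In monocytes Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) was at least 24.3-fold higher (adjusted p = 0.0115) and Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) at least 10.9-fold higher (adjusted p = 0.00704). In NK cells Ifit3b was at least 29.1-fold higher (adjusted p = 0.000667) and Khdc1a at least 11.1-fold higher (adjusted p = 0.000280).

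Other genes fell from NCD to HFD. In endothelial cells Terb2 (ENSMUSG00000027229, chromosome 2, 122186272 to 122206397) had 1004 UMIs in NCD and 0 in HFD, at least 47.4-fold lower (edgeR adjusted p = 0.000428). Its neighbour on the same strand, Trim69 (ENSMUSG00000033368, chromosome 2, 122160700 to 122179027), was at 346 CPM in NCD, at 3.87 and 4.33 CPM in HFD (4.10 ± 0.327, SD, n = 2) and at 59.5 CPM in JQF. Trim69 passed the threshold in JQF vs HFD (log2 fold change 3.80, SE 0.30, adjusted p = 0.000615), with adjusted p up to 0.913 after thinning. In B cells Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158) had 32 UMIs in NCD and 0 in HFD, at least 12.6-fold lower (adjusted p = 0.000339). In T cells Adamts13 (ENSMUSG00000014852, chromosome 2, 26973416 to 27009628) was at 22.1 CPM in NCD and had 1 UMI in HFD (adjusted p = 0.00219). Adamts13 was among the leading genes of T subcluster 17, where 118 of 120 cells came from NCD. Its fall is thus not separate from the near absence of that subcluster in HFD. In DC Gm36161 was at least 7.46-fold higher in HFD (adjusted p = 0.00719), and in neutrophils Tmem273 was at least 5.22-fold higher (adjusted p = 1.28e-05).

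From HFD to JQF, Coch (ENSMUSG00000020953, chromosome 12, 51593341 to 51605771) fell in T cells from 31.9 and 107 CPM (69.5 ± 53.2, SD, n = 2) to 0.960 CPM, with a log2 fold change of −6.16 (SE 0.86, edgeR adjusted p = 0.0347). Adgrg1 (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217) fell from 22.3 and 47.7 CPM (35.0 ± 18.0) to 1.32 CPM, with a log2 fold change of −4.72 (SE 0.55, adjusted p = 0.0205). Both genes were among the leading genes of Tc subclusters 5 and 7. These held 433 and 10 cells in HFD replicate 1, 169 and 427 in replicate 2, and 10 and 0 in JQF. Both falls are thus not separate from the near absence of these subclusters in JQF. In NK cells Psd2 was at least 8.36-fold lower in JQF (adjusted p = 0.0472), and Ppp2r2c rose from 1 UMI in each HFD library to 33 UMIs (adjusted p = 0.00708). In macrophages no gene passed. Changes there were ranked among genes at a mean of at least 50 CPM. The largest were Spp1 (−3.64, SE 0.60, adjusted p = 0.361) and Marco (3.43, SE 1.39, adjusted p = 0.532). Cd163 followed (2.68, SE 1.53, adjusted p = 0.582). Several large changes of both comparisons rested largely on 3 cells. In JQF the top 3 cells carried 97.8% of Cxcl13 and 83.6% of Ccl17 in monocytes and 94.7% of Mzb1 in DC. In JQF neutrophils they carried 100% of Cited4 and 85% of Pde4c. In HFD they carried 92.2% of Ebf1 in monocytes and 86.2% of Ube2c in neutrophils. The top 3 cells carried 99.5% to 100% of the haemoglobin UMIs of the genes named in JQF B cells, 98.3% and 99.2% in JQF endothelial cells, 100% of Alox15 and Prg4 in JQF monocytes, 98.5% of Cxcl13 and 100% of Iglv1 in JQF DC, 94.8% of Igha in JQF T cells, and 90.0% of Camp and 85.1% of Ngp in HFD neutrophils. Among the genes named in HFD vs NCD they carried 100% of Gm16126 and Gm43132 in NCD DC, 100% of Crym and 84% of Lin28b in NCD T cells, 95.9% of Col1a1 in HFD endothelial cells and 81.2% of Chil3 in HFD neutrophils.

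The genes that the study names for macrophages were tested as a fixed list. From NCD to HFD, 7 of 13 were called over all genes and 10 adjusted over the list alone, and the 7 were all higher in HFD. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) rose from 7.30 CPM to 85.6 and 58.7 CPM (72.2 ± 19.0, SD, n = 2), with a log2 fold change of 3.29 (SE 0.38, edgeR adjusted p = 0.0194). Mmp12 rose from 95.3 CPM to 1210 and 1374 CPM (1292 ± 116), with a log2 fold change of 3.76 (SE 0.29, adjusted p = 0.0147). Trem2 (3.61, adjusted p = 0.0265), Cd9 (3.40, adjusted p = 0.0199), Cx3cr1 (2.23, adjusted p = 0.0315), Fcgr1 (0.93, adjusted p = 0.0440) and Spp1 were the others. With predicted doublets kept 0 of the 13 were called over all genes. The transcription factors Stat2 (0.46, adjusted p = 0.18), Mta3 (0.61, adjusted p = 0.0875), Usf1 (0.61, adjusted p = 0.0748) and Pparg (1.77, adjusted p = 0.0658) were not called over all genes, and the last 3 passed over the list alone. From HFD to JQF 0 of 13 were called by edgeR over all genes and 1 adjusted over the list alone, Spp1, while DESeq2 called 1 over all genes.

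In T cells 5 of 12 list genes were called from NCD to HFD, both over all genes and adjusted over the list alone. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) fell from 323 CPM to 42.0 and 37.9 CPM (39.9 ± 2.91, SD, n = 2), with a log2 fold change of −3.01 (SE 0.18, edgeR adjusted p = 0.00142). It was at 203 CPM in JQF, a log2 fold change of 2.35 from HFD (SE 0.18, adjusted p = 0.0107). Subtracting free RNA moved the first value most, to −3.12, and its adjusted p stayed at or below 0.00324 in every alternative with a test. Cd8a (1.59, SE 0.28, adjusted p = 0.0189), Cd8b1 (1.51, SE 0.33, adjusted p = 0.0348), Gzmb (1.16, SE 0.22, adjusted p = 0.0228) and Fcer1g (1.57, SE 0.24, adjusted p = 0.0136) were higher in HFD. Fcer1g was lower instead, at −0.88 with an adjusted p of 0.0150, when each library was clustered on its own, and adjusted p ranged up to 0.0251 over its alternatives. From HFD to JQF 5 genes were called over all genes and 10 adjusted over the list alone. Besides Il4 these were Gzmk (−2.87, SE 0.34, adjusted p = 0.0205), Eomes (−1.88, SE 0.27, adjusted p = 0.0363), Gzmb (−1.55, SE 0.22, adjusted p = 0.0363) and Klrb1c (1.39, SE 0.17, adjusted p = 0.0205). Etv5 (1.41, SE 0.28) had an adjusted p of 0.0960 over all genes and of 0.00192 over the list alone. Several of these genes are markers of the Tc and iNKT subsets whose shares changed.

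**Figure D5:**
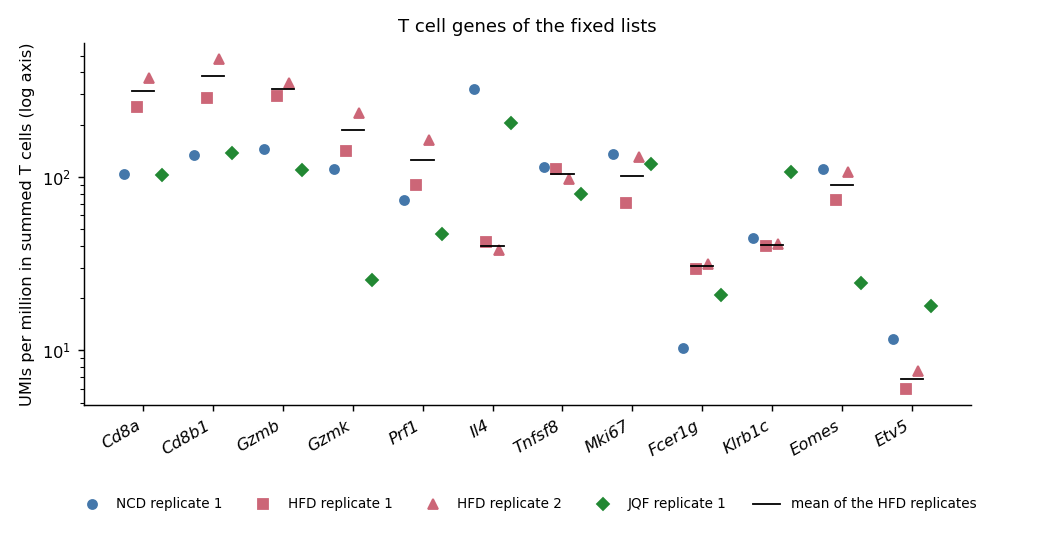
CPM (log axis) of the T cell list genes in the summed T cells of each library. Points are libraries, NCD replicate 1, HFD replicates 1 and 2 and JQF replicate 1. Il4 was at 323 CPM in NCD, 42.0 and 37.9 CPM in HFD and 203 CPM in JQF.

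ICAM and TGFb pathway genes, 39 tests over macrophages, T cells, monocytes and B cells, gave 7 calls over all genes and 16 adjusted over the list alone from NCD to HFD. Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) fell in monocytes from 456 CPM to 215 and 233 CPM (224 ± 12.8, SD, n = 2), with a log2 fold change of −1.02 (SE 0.20, edgeR adjusted p = 0.0102). The other calls were Tgfbr2 in monocytes (−0.76, adjusted p = 0.0276), Tgfbr1 in T cells (−1.05, adjusted p = 0.0161), Itgam in macrophages (1.09, adjusted p = 0.0372), and Itgal (0.88, adjusted p = 0.00825), Tgfb1 (−0.62, adjusted p = 0.0486) and Tgfbr1 (−1.05, adjusted p = 0.000143) in B cells. In NCD monocytes the top 3 cells carried 42.2% of the Icam1 UMIs and 35.4% of the Tgfbr2 UMIs. Both falls therefore rested partly on few cells. For the other calls the top 3 cells carried at most 9.46% of the UMIs of the higher group. DESeq2 called 3 of the 39 over all genes. From HFD to JQF 1 was called in either way, Icam1 in B cells (0.94, SE 0.24, adjusted p = 0.00674), and its adjusted p ranged from 0.00663 to 1.00 over the alternatives. Fibrosis genes were not tested, since HFD replicate 1 held 0 stellate cells. Col1a1 was at 43.5 CPM (95% interval 30.3 to 60.5) in 54 NCD stellate cells, 1162 CPM (1033 to 1304) in 21 cells of HFD replicate 2 and 809 CPM (731 to 892) in 34 JQF cells. Col1a2 was at 142, 1596 and 1291 CPM, and Acta2 had 0, 0 and 1 UMI in the same order.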

Values the study reported

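The study reported 30,474 cells after quality control, grouped into 36 clusters and 11 major cell types. For HFD against NCD it counted 1297 differentially expressed genes in DC, 617 in NK cells, 527 in B cells and 463 in monocytes. For JQF against HFD it counted 266 in B cells, 47 in DC, 46 in NK cells and 40 in monocytes. These counts came from tests on single cells.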

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

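The comparison with epithelial-like cells of all libraries in this part was chosen only after the result was seen. Barcodes that were not called as cells entered none of the comparisons of cells, and 5 transcripts stood out there because they were present in HFD replicate 2 or JQF at over 100 CPM and nearly absent in NCD. In barcodes not called as cells of HFD replicate 2, Gsta1 was at 187, Psca at 149 and Mucl3 at 110 CPM, where NCD had 1, 3 and 0 UMIs. In JQF, Spink4 was at 224 and S100g at 148 CPM, where NCD had 2 and 1 UMIs.

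A candidate explanation is RNA released by epithelial-like cells of the same library, which predicts that most UMIs of each gene in kept cells lie in those cells. The lowest share over the 5 genes was 91.21%, for Gsta1, and the others were 96.3% for Psca, 94.5% for Mucl3, 99.2% for Spink4 and 98.6% for S100g. Epithelial-like cells made up 0.564% of the kept cells of HFD replicate 2 and 4.68% of those of JQF, so their number did not fix this outcome. However, Spink4, S100g and Gsta1 were among the leading genes of epithelial-like cluster 24. The shares thus show which kept cells carried the genes, and not that those cells released the RNA. HFD replicate 1 had more such cells (3.46%) than HFD replicate 2, while the 5 transcripts were at 8.85 CPM or less in its barcodes not called as cells. Its epithelial-like cells carried Gsta1, Psca, Mucl3 and S100g at no more than 6.64 CPM, against 2091 to 4670 CPM for Gsta1, Psca and Mucl3 in those of HFD replicate 2 and 697 CPM for S100g in those of JQF. Spink4 was at 406 CPM in its epithelial-like cells, against 1666 CPM in JQF, so the kind of epithelial-like cell differed between libraries, and their number alone does not give the signal. What stays open is where the epithelial-like cells came from, since bile duct cells and cells carried over from another organ at dissection were not separated. Diet or treatment also stays open and was not tested, because JQF had 1 library and the signal differed between the HFD replicates.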

How the results depend on the processing

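Scrublet's own doublet threshold was an alternative chosen only after the data were seen. No paired analysis was possible because NCD and JQF had 1 library each, so the groups shared fewer than 2 replicate numbers. In the leave-one-out fits no residual degrees of freedom remained, and their values carry no test.

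Without the leave-one-out fits, 260 of 278 values for cell type shares kept their direction and their side of the threshold. For T cell subsets this held for 92 of 120 values, for macrophage subsets for 30 of 40, and for named and list genes for 1839 of 2111, of which 52 reversed, over 27 genes. Counts of genes called per cell type stayed within 1.5 times in 91 of 172 values, and those of the fixed lists in 102 of 132. The cause of a change was not tested unless one is stated. Direction was kept without 1 HFD library by 99.6% to 100% of the genes called per type in HFD vs NCD and by 97.6% to 100% in JQF vs HFD.

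When each library was clustered on its own, directions reversed from NCD to HFD for endothelial cells (11.93), hepatocytes (−2.39), KC (10.04), iNKT (1.17) and naive or central memory T cells (0.34). In that setting NCD had no cells named endothelial and none in a macrophage subset, so the endothelial and KC values come from its construction, as does the value of NAM (8.99). From HFD to JQF the reversed values were those of B cells (−0.0034), NAM (0.54), Treg (0.70), cycling T cells (0.086), naive or central memory T cells (−1.24) and type 17 or gamma-delta cells (−0.023). The threshold was no longer passed for NAM (adjusted p 0.558), Tc (1.29, adjusted p 0.0661) and Treg (−1.33, adjusted p 0.763) in HFD vs NCD, or for Tc (−0.52, adjusted p 0.323) and iNKT (0.86, adjusted p 0.191) in JQF vs HFD. Gene counts were 0 in neutrophils in both comparisons, and in JQF vs HFD 120 in B cells, 17 in DC and 208 in T cells. It gave no gene counts for endothelial cells or monocytes. List counts over all genes in JQF vs HFD were 8 for T cells and 0 for the ICAM and TGFb genes. Fcer1g in T cells passed the threshold in both directions, with −0.88 (adjusted p 0.0150) here. The reversed values without a call were Iglv1 in B cells (−0.66) and Tgfb3 in T cells (−0.15) in HFD vs NCD, and Ccr2 in macrophages (0.19) in JQF vs HFD.

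Naming each cell by its own marker score reversed hepatocytes in both comparisons (−1.76 and 0.23), and in JQF vs HFD NK cells (−0.15) and naive or central memory T cells (−0.19). In HFD vs NCD NAM (11.28, adjusted p 0.0814), Tc (0.91, adjusted p 0.0892) and Treg (−0.70, adjusted p 0.119) no longer passed. At Leiden resolution 0.5 stellate cells reversed in HFD vs NCD (6.10), and NAM (1.46, adjusted p 0.0868) and Treg (−0.42, adjusted p 0.446) no longer passed. At resolution 2 naive or central memory T cells reversed in both comparisons (0.62 and −0.47), as did NK cells in JQF vs HFD (−0.92). There NAM (10.29, adjusted p 0.0548), Tc (1.38, adjusted p 0.0820), Treg (−0.87, adjusted p 0.184) and iNKT (−1.58, adjusted p 0.0508) no longer passed in HFD vs NCD. The Treg change passed with edgeR under the chosen clustering, with adjusted p between 1.39e-06 and 0.763 over its alternatives. With immune cells as the denominator, NK cells (−0.34), plasma cells (−1.01), T cells (−0.49) and pDC (−0.29) reversed in HFD vs NCD and DC (0.0070) in JQF vs HFD.

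With the looser cell filter hepatocytes (−0.92) and plasma cells (−0.85) reversed in HFD vs NCD, and NAM no longer passed (1.48, adjusted p 0.116). Gene counts were 351 in endothelial cells in HFD vs NCD, and 4 in endothelial cells and 2 in monocytes in JQF vs HFD, and 0 macrophage list genes passed over the list alone in JQF vs HFD. With the stricter cell filter hepatocytes (−1.60) and stellate cells (6.11) reversed in HFD vs NCD. NAM (2.70, adjusted p 0.119), Tc (1.02, adjusted p 0.158) and iNKT (−1.37, adjusted p 0.0834) no longer passed there, nor did Tc (−2.45, adjusted p 0.0657) and iNKT (2.09, adjusted p 0.0562) in JQF vs HFD. Gene counts were 536 in endothelial cells in HFD vs NCD, and in JQF vs HFD 36 in DC, 7 in endothelial cells, 3 in macrophages, 153 in monocytes and 19 in neutrophils. Reversed genes were Tgfb1 (0.020) and Acvr1 (0.0054) in macrophages and Acvr1 in monocytes (−0.056) in HFD vs NCD, and Ccr2 (0.37) and Tgfbr1 (−0.061) in macrophages and Tgfb3 in monocytes (0.35) in JQF vs HFD.

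With predicted doublets kept NAM (1.90, adjusted p 0.562) and iNKT (−0.89, adjusted p 0.0722) no longer passed in HFD vs NCD, and naive or central memory T cells passed (−2.52, adjusted p 0.00113). Gene counts in HFD vs NCD were 1593 in B cells, 0 in macrophages, 1112 in monocytes and 2060 in T cells, and in JQF vs HFD 9 in B cells, 51 in DC, 34 in endothelial cells, 153 in monocytes, 9 in neutrophils and 252 in T cells. List counts over all genes were 0 for macrophages in HFD vs NCD, and in JQF vs HFD 9 for T cells and 0 for the ICAM and TGFb genes, with 0 macrophage genes over the list alone. Reversed genes in HFD vs NCD were Icam2 in macrophages (−0.75), Tgfb3 in T cells (−0.36), and Tgfbr1 (−0.0087) and Acvr1 (−0.054) in monocytes. In JQF vs HFD they were Icam2 (0.58) and Tgfbr1 (−0.031) in macrophages, Tgfbr2 in T cells (0.0050), and Icam2 (−0.44), Itgal (−0.17) and Tgfb1 (−0.0070) in monocytes.

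At Scrublet's own threshold NAM no longer passed in HFD vs NCD (10.00, adjusted p 0.164), naive or central memory T cells passed there (−1.0, adjusted p 0.0369) and Treg passed in JQF vs HFD (−0.52, adjusted p 0.0341). Gene counts were 2012 in endothelial cells in HFD vs NCD, and in JQF vs HFD 275 in endothelial cells, 7 in macrophages, 291 in monocytes, 335 in neutrophils and 170 in T cells. In JQF vs HFD 0 macrophage genes passed over the list alone, and the ICAM and TGFb genes gave 0 over all genes and 3 over the list alone. Reversed genes in HFD vs NCD were Ccl7 (−0.042), Itgal (0.0071), Itgb2 (0.25) and Acvr1 (−0.047) in monocytes, Icam2 (−0.66) and Tgfb1 (0.00075) in macrophages and Tgfb3 in T cells (−0.36). In JQF vs HFD they were Ebf1 (0.63), Icam2 (−0.31), Itgal (−0.0042) and Tgfb3 (0.61) in monocytes, Icam2 (0.71) and Tgfbr1 (−0.085) in macrophages, Tgfbr2 in T cells (0.0042) and Icam2 in B cells (−0.060).

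DESeq2 brought monocytes (3.84, adjusted p 0.0479) and type 17 or gamma-delta cells (1.49, adjusted p 0.0360) past the threshold in HFD vs NCD. It called 342 genes in B cells, 1583 in DC, 638 in endothelial cells, 806 in macrophages, 1080 in monocytes, 601 in NK cells and 345 in neutrophils in HFD vs NCD, and 14 in B cells, 11 in macrophages, 23 in monocytes, 116 in NK cells, 6 in neutrophils and 206 in T cells in JQF vs HFD. List counts in JQF vs HFD were 8 over all genes for T cells, 1 over all genes and 2 over the list alone for macrophages, and 0 by either for the ICAM and TGFb genes, for which HFD vs NCD gave 3 by either. Acvr1 in monocytes reversed in HFD vs NCD (−0.019). The split into higher and lower calls moved by over 10 percentage points in HFD vs NCD for B cells (106 and 236), DC (453 and 1130) and NK cells (107 and 494), and in JQF vs HFD for B cells (12 and 2), endothelial cells (7 and 5) and neutrophils (1 and 5).

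Without scaling beyond library totals, gene counts in HFD vs NCD were 1522 in B cells, 2004 in endothelial cells, 0 in neutrophils and 2536 in T cells, and in JQF vs HFD 7 in B cells, 178 in endothelial cells, 2 in macrophages, 219 in monocytes, 0 in neutrophils and 517 in T cells. Higher and lower calls became 1178 and 826 in endothelial cells, 1417 and 1036 in NK cells and 1104 and 1432 in T cells in HFD vs NCD, against 494 and 663, 726 and 1380, and 424 and 874 with TMM. In JQF vs HFD they became 6 and 1 in B cells, 64 and 114 in endothelial cells, 73 and 146 in monocytes, 277 and 164 in NK cells and 204 and 313 in T cells. The median of all genes shifted from 0.011 to 0.16 in endothelial cells in HFD vs NCD, and in JQF vs HFD from −0.016 to −0.12 in monocytes and from −0.0075 to −0.12 in T cells. List counts in JQF vs HFD were 9 for T cells over all genes and 0 by either adjustment for the ICAM and TGFb genes. Reversed genes were Clec1b in macrophages (−0.038) in HFD vs NCD, and Itgal in monocytes (−0.0067) and Icam2 (−0.061), Itgal (−0.038) and Tgfb3 (−0.057) in B cells in JQF vs HFD.

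Without a gene filter, which raised the number of genes tested, counts in HFD vs NCD were 1752 in endothelial cells, 4139 in macrophages, 0 in neutrophils and 2958 in T cells, and in JQF vs HFD 140 in DC, 147 in endothelial cells, 729 in macrophages, 540 in monocytes, 836 in NK cells, 0 in neutrophils and 724 in T cells. List counts over all genes were 11 for macrophages and 11 for the ICAM and TGFb genes in HFD vs NCD, and 3 for macrophages and 9 for T cells in JQF vs HFD. Over the list alone they were 8 for T cells in HFD vs NCD and 5 for macrophages in JQF vs HFD. Tgfb1 (0.055) and Acvr1 (0.041) in macrophages reversed in HFD vs NCD. With each library thinned to the smallest sum, which left fewer UMIs, counts were 0 in endothelial cells, 423 in neutrophils and 1995 in T cells in HFD vs NCD, and 131 in B cells, 0 in endothelial cells, 7 in macrophages, 0 in neutrophils and 253 in T cells in JQF vs HFD. List counts in JQF vs HFD were 9 for T cells over all genes, and over the list alone 2 for macrophages and 2 for the ICAM and TGFb genes. Tgfb3 in T cells (−0.12) reversed in HFD vs NCD, and Usf1 in macrophages (0.041), Acvr1 in T cells (0.043) and Tgfb3 in B cells (−0.47) in JQF vs HFD.

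With expected free RNA subtracted, counts were 792 in macrophages in HFD vs NCD, and 218 in B cells, 49 in endothelial cells, 178 in monocytes, 296 in NK cells and 47 in T cells in JQF vs HFD, where 3 T cell list genes passed over all genes. Acvr1 in macrophages (0.32) and in T cells (1.07) and Tgfb3 in T cells (−0.21) reversed in HFD vs NCD, and Ccr2 (0.10) and Usf1 (0.013) in macrophages in JQF vs HFD. With only the libraries of the compared groups, counts were 0 in neutrophils in HFD vs NCD, and 6 in endothelial cells and 183 in monocytes in JQF vs HFD.

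Leaving out each HFD library in turn gave endothelial changes of −5.03 to −2.23 in HFD vs NCD and −0.72 to 2.09 in JQF vs HFD, and stellate changes of −8.99 to −2.11 and 0.93 to 7.81. KC changes ranged from −8.17 to −2.05 and from 1.43 to 7.55, and NAM from 9.73 to 10.53 in HFD vs NCD. NCD held 0 NAM here, at Scrublet's own threshold, at resolution 2, with each cell named by its own score and with each library clustered on its own, so the NAM values of those settings are no measure of size. HFD replicate 1 held 1 KC and 0 stellate cells, which sets the outer values. For pairs of libraries a 1.5-fold limit gave medians of 1796 for NCD and HFD, 1449.5 for NCD and JQF, 575 for JQF and HFD and 319 for the HFD pair. A minimum of 200 CPM gave 319.5, 231.5, 40 and 23. The order of the pairs was the same under both, and with free RNA subtracted the medians were 834.75, 607, 172 and 66.5. Among the tested types the smallest sums were the 595403 UMIs of NCD neutrophils, the 739908 of endothelial cells in HFD replicate 1 and the 821648 of NCD monocytes, and whether these limited the calls was tested only by thinning.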

Other observations

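In this part the tests of sequencing depth, of free RNA for the NCD library, of gastric transcripts and of haemoglobin without the top cells were chosen only after the result was seen, and the details marked below as later were also added afterwards.

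The counts of genes called by edgeR were 3670 in DC, 2106 in NK cells, 2811 in B cells and 2085 in monocytes for HFD vs NCD, and 87 in DC, 530 in NK cells and 67 in monocytes for JQF vs HFD. These are higher than the values quoted from the study above, which came from tests on single cells with further limits on fold change and detection, so the measures are not the same. DESeq2 called fewer than quoted in B cells (342) and NK cells (601) for HFD vs NCD and in B cells (14) and monocytes (23) for JQF vs HFD. Called barcodes numbered 34746 over the 4 libraries and 25751 without JQF, and 29025 of the former were kept. The cell number quoted above exceeds the called barcodes without JQF, so with these cell calls it cannot refer to NCD and HFD alone. Cell names were rebuilt here, and whether this accounts for differences in shares from the study was not tested.

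The NCD library differed from the others in every tested cell type by far more genes than the HFD libraries differed from each other, which is a pattern of 1 library and therefore confounded with diet. Sequencing depth is argued against, because the ratio of genes with a 2-fold difference between NCD and HFD to those between the HFD libraries had a median of 11.38 over the 8 types after thinning to equal UMIs (lowest type 5.21). Free RNA is argued against by a ratio of 10.98 after its subtraction (lowest 4.09), and a few abundant genes by a ratio of 11.49 after leaving out the top 20 genes (lowest 4.69). Gene length was related to the change across genes in all 8 types, with a Spearman rho between −0.512 and −0.322 for genomic span (genes are not independent replicates). Adjusting for span and transcript length left a ratio of 8.202 (lowest 4.09), so length was not the whole cause. Another time of day at harvest for NCD cannot be told apart from diet. Morning-phase and evening-phase clock genes moved in opposite directions, the same way round, in 2 of 8 types, but a shift common to both hides opposite signs. Relative to the evening-phase genes the 3 to 4 morning-phase genes fell in 6 of 8 types, as was seen later. Dissociation and heat stress also stays open. The stress list lay below the 2.5th percentile of 10000 random lists in 6 of 8 types from NCD to HFD, while T cells did not pass that limit and the neutrophil median was 0.40, in the other direction. A higher handling stress of the NCD suspension may therefore contribute, although that list holds 20 genes or fewer per type and the counted differences are far more. Diet itself stays open and was not tested apart from the library.

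The change was shared between types. In HFD vs NCD 102 genes were called higher and 210 lower in at least 6 of the 8 types, of 7136 genes tested in all, and 18 and 20 in all 8. In 100 permutations of the calls within types the highest numbers were 1 and 2. Interferon response genes lay above the 97.5th percentile of random lists in 6 of 8 types from NCD to HFD, with endothelial cells (median 0.21) and macrophages (0.40) as the exceptions and medians of 1.45 to 1.68 in the others, and below the 2.5th percentile in 6 of 8 types from HFD to JQF. The stress list lay above the 97.5th percentile in 7 of 8 types from HFD to JQF. In JQF vs HFD edgeR called 0 genes in at least 6 types. Maff was higher in 5 types, Pde4c, Il12rb2, Irs2, Atp8a2 and Gm26802 in 4, and Ifit1 and Gm49980 lower in 4. In neutrophils 85% of the 20 Pde4c UMIs of JQF lay in 3 cells. Clock genes moved in opposite directions, the same way round, in 4 of 8 types from HFD to JQF, between the limits set, and the other way round in neutrophils, and morning-phase genes fell relative to evening-phase genes in 7 of 8, so that another time of day at harvest for JQF cannot be told apart from treatment with 1 library.

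Changes from HFD to JQF went opposite to those from NCD to HFD across genes, with a median Spearman rho of −0.359 over types (−0.645 to −0.0652). HFD libraries shared by both comparisons give such a value with no effect at all, and libraries simulated without any change gave −0.328. When the HFD libraries were kept apart, replicate 1 for one comparison and replicate 2 for the other and then exchanged, the median was −0.2686 (−0.566 to 0.0871), against −0.0115 in the simulation, and it was negative both ways in 7 of 8 types, monocytes being the exception. The shared libraries therefore do not account for all of it, and JQF may lie between HFD and NCD for part of the genes. A handling difference common to NCD and JQF would give the same picture and stays open, in line with the stress list above.

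Il4 separated the libraries among the T cell genes, and the Il4 UMIs came largely from iNKT-like cells. Of all T cells with an Il4 UMI, 86.87% lay in that subset (77.7% to 88.2% per library), which held 29.1% of T cells. Il4 is among the markers that named the subset, so the 2 are not independent. Il4 was found in 48.5% to 62.6% of iNKT-like cells, 1.33% to 8.11% of other T cells and 0% to 0.971% of B cells, neutrophils and endothelial cells. Median depth was higher in iNKT-like cells than in those other types in both HFD libraries (7148 and 3958.5, 5935.5 and 4596 UMIs) and in JQF (7601 and 5783), and lower in NCD (9426 and 15992.5), so depth may add to the contrast in 3 of the 4 libraries. The higher Il4 in JQF may thus follow the larger share of iNKT-like cells.

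Cells named iNKT-like made up 21.4% of all kept cells in JQF and 2.72% to 4.36% in the other libraries. Wrong naming in JQF was tested with the variable genes of the invariant chain, Trav11 and Trav11d. A UMI of these was found in 13.6% of the JQF cells so named (lower bound 12.0%) and in 3.03% of its other T cells (upper bound 3.94%), a ratio of 4.492. Wrong naming of all these cells would give a share no higher than in the others, which the separate intervals argue against, although this comparison of intervals was not part of the rule set beforehand. The ratio of 5 that was set for correct naming was missed, and the other libraries gave 19.9, 12.0 and 10.8. The first of these, for NCD, rests on 1 of 537 other T cells, and 9 of 243 NCD cells named iNKT-like carried these genes (3.70%), so the naming is uncertain in NCD too, and with it the fall from NCD to HFD. Wrong naming of a part of the cells therefore stays open, and iNKT cells outside the named subset could also lower the ratio. Treatment and a single unusual animal both stay open, as 1 library gives no spread.

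In HFD replicate 2, T subcluster 7 held 427 cells, and 275 of them (64.4%) had a UMI of the receptor gene Trav13-4-dv7. That gene was in 14.0% of other Tc of the library, in 2 Tc of HFD replicate 1, and in 0 Tc of NCD and JQF. Free RNA is argued against, since 0 of 1958 B cells, neutrophils and endothelial cells of that library carried it. One expanded T cell clone could give this pattern. Of 39 such cells with a Trbv UMI, 21 carried Trbv1, or 53.85% (37.18% to 69.91%), against a top share of 22.9% for another gene in other Tc. The interval includes 50%, a limit that was made stricter later, so a clone cannot be told apart from several. Among NCD Tc, 28 of 45 with a Trbv UMI carried Trbv12-2, and 91 of the 121 lay in subcluster 21, which held 2 cells from the other libraries. This library contributed 905 of the Tc, and the 2 HFD replicates had similar Tc shares.

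Gastric pit transcripts (Gkn1, Gkn2 and Tff1) were at 7633 CPM in the free RNA of HFD replicate 2. They were above 3 UMIs in 8 of 8 tested types there, at 108 to 368 CPM. In the other libraries they had at most 8 UMIs in any tested type. Free RNA from cells of another tissue in the suspension is a candidate explanation. It predicts levels that follow the free RNA share of each type, but the Spearman rho over types was 0.1905, and 0.43 without macrophages, and the rho of 0.5 set for it was not reached. The transcripts were at 1.41% of their free RNA level in DC and 4.81% in neutrophils, the lowest and highest types. The free RNA shares of these types were 1.57% and 5.77%. In macrophages the level was 2.07% against a free RNA share of 15.7%. Free RNA as the source in the tested types therefore stays undecided. Of 101 cells with at least 10 such UMIs in HFD replicate 2, 12 were epithelial-like. The highest count in a cell there was 38227 UMIs, so a cell rich in these transcripts was in that suspension. JQF had 3 such cells, all epithelial-like, with at most 29 UMIs. No biological explanation was tested.

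Haemoglobin transcripts differed between libraries. As the only cause, free RNA from red blood cells is argued against by a few cells, since 3 cells carried 98.2% of the haemoglobin UMIs in T cells of HFD replicate 2, 99.5% in B cells of JQF and 97.7% in endothelial cells of JQF, against 33.9% in endothelial cells of NCD. In T cells the rank was that in free RNA for 2 of 4 libraries, and that mismatch came from the 3 cells of HFD replicate 2. With the top 3 cells of each type and library left out, a test added later, the order of the libraries was that in free RNA in 6 of 8 types, T cells included, and not in macrophages and monocytes. Free RNA from red blood cells may thus account for the order outside these cells. Endothelial cells of NCD were still at 326 CPM without them, against at most 40.4 CPM in any other type or library, so the level there stays open. Doublets with red blood cells or precursors may be the source in the cells with most haemoglobin and were not tested.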
